A study of Rattus norvegicus with 30 samples.

How the data were processed

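RNA sequencing was carried out on total RNA from the REF line of rat embryonic fibroblasts, which were either left unstarved (control) or deprived of serum for 2, 3, 4, 6, 8, 10, 12, 14 or 16 days. Each of the 10 groups held 3 biological replicates, 30 libraries in all. Per the labels, reads were processed with TopHat2 2.1.1, Cufflinks and Cuffnorm 2.2.1 on the rn6 build, and RNA quality was checked before sequencing. The deposited table holds FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) for 17353 gene symbols in each library. The authors' method of scaling across libraries, their annotation and any filter were not stated. The table gives symbols only, so no coordinates are reported. It holds no counts, so the depth of each library is unknown, and no interval or detection limit based on counts can be given.

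Groups followed the sample titles and labels. Genes were kept when their mean over the 30 libraries was at least 1 FPKM, which left 8940 genes, and values were analysed as log2(FPKM + 1). Linear models were fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. Tests were two-sided, p was adjusted over all genes kept by the Benjamini-Hochberg method, and the threshold was 0.05. Folds come from the log2(FPKM + 1) scale, so they understate changes of genes near 0. The comparisons were day 2 against control, the slope per day over the 27 libraries of days 2 to 16, day 16 against day 2, and the quadratic term of day over the same 27 libraries. The contrasts between groups came from a fit of all 10 group means. Slopes are given as the fitted change over 14 days, and a list's median over days is the median of these changes. The residual of the slope model holds both the spread between replicates and the departure of time points from the line. In simulated data of 3 libraries per group, 64% of genes shifted by 0.5 and 94% of genes shifted by 1 (log2) were called in the contrast of day 2 with control, and 4.8% of calls were false. For the slope, 90% and 99% of genes changing by 0.5 and 1 were called, with 5.5% of calls false. These rates hold for the simulated data, in which 200 of 8940 genes were changed. Of the real genes, 31.9% departed from a straight line, and for these the share called can be lower. The fitted change of Cdkn2a, -0.54 over 14 days, did not pass.

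Gene lists were fixed before the data were examined, as were the comparisons, the tests, the rule for named genes and most alternative settings. There were 29 lists. They covered lysosomal hydrolases and membrane proteins, the vacuolar ATPase, autophagy, DNA replication and G1/S, mitosis, cell cycle inhibitors with cyclins D and pocket proteins, p53 targets, senescence-associated secreted factors, cholesterol synthesis, glycolysis, the nuclear-encoded respiratory chain, cytosolic ribosomal proteins, ribosome biogenesis, endoplasmic reticulum stress, interferon response, complement, extracellular matrix, immediate early genes, actin cytoskeleton with SRF and YAP targets, antioxidant genes, FoxO and growth factor withdrawal, the circadian clock and the proteasome. They also covered markers of adipocytes, macrophages, endothelium, epithelium, neural and glial cells, and skeletal muscle. The lists came from general knowledge, and the lysosomal ones were drawn up with the series title, which names the lysosome, in view. The 24 lists with at least 4 kept members were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 24 lists, again with an estimated correlation, and with fry. A list shifted by 0.3 in simulated data was called with an adjusted p of 9.43e-45. That gives no rate of false calls for the real lists, whose genes are correlated. When the real libraries were assigned to days at random, camera with the preset correlation called a median of 8 lists, and in the highest of the wrong splits of control and day 2 it called 14.

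Named genes followed a fixed rule. For day 2, for the slope and for day 16, these were the 6 largest rises and the 6 largest falls among genes past the threshold with a mean of at least 5 FPKM and no overlap between replicates of the compared groups (days 2 and 16 for the slope), leaving out symbols that start with LOC, RGD, AABR or MGC or are not gene symbols. To these were added examples from the 4 members of a list with the smallest p, and 16 genes fixed in advance (Mki67, Ccnd1, Cdkn1a, Cdkn1b, Cdkn2a, E2f1, Ccna2, Myc, Lamp1, Lamp2, Ctsd, Glb1, Tfeb, Hes1, Col1a1 and Acta2). For the quadratic term these were the 3 most positive and the 3 most negative genes under the same filters without the overlap rule. Some genes that met this rule are not reported here.

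The labels do not say what replicate numbers share, so the fits had no replicate block. This was checked on the data alone, by correlating across genes the deviations of libraries with the same number from their group means. The correlations were 0.592, 0.209 and 0.188 for numbers 1, 2 and 3 between control and day 2, and 0.433, 0.183 and 0.191 between days 2 and 16. A fit with replicate number as a block was therefore run as an alternative. Other alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 5 FPKM, quantile normalization, rescaling to a sum of 1000000 or by the upper quartile, robust moderation, array weights, leaving out each library or time point, the 6 compared libraries alone, log2 of day, a contrast of group means, time point means, days 2 to 8 or 8 to 16 alone, and the other set tests. Replicates 2 and 3 only, replicates numbered 1 alone, and leaving out short RNA genes with and without rescaling were added after the data were seen. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6 was used for reading the table and matplotlib 3.10.9 for plots. No library was left out.

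Several symbols of normally abundant transcripts had means at or near 0. Rps6 was listed at 0 in all 30 libraries, and Rpl7a, Rpl9, Rplp2, Rps9, Rps20 and Tpi1 had means under 1 FPKM. Their highest values in single libraries included 12.962 FPKM for Rps9, 9.842 for Rplp2 and 4.181 for Rps20. A value of 0 in this table is therefore given as listed at 0 and not as absence of the transcript. These genes fell below the filter. Of the symbols, 456 were of short RNA classes, of which 6 passed the filter.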

Results

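The data were FPKM values of 17353 gene symbols in 30 libraries of REF rat embryonic fibroblasts, 3 unstarved control libraries and 3 for each of 9 durations of serum starvation between 2 and 16 days. Removing serum takes fibroblasts out of the cell cycle into quiescence. The series title concerns how deep that quiescence is and names the lysosome as a graded switch. The comparisons ask what changed after 2 days without serum (day 2 against control) and what went on changing the longer cells were starved (days 2 to 16). Day 2 differs from control both in serum itself and in leaving the cycle. No group separates them, so no change at day 2, that of cholesterol synthesis included, can be assigned to either. Read depth was not given. FPKM sums ran from 582501 to 785072, between 9875 and 10580 genes per library were above 0, and between 8709 and 8887 were at 1 FPKM or more. The 10 highest genes held 9.14% to 17.86% of the sum and short RNA genes 0% to 8.67%. Correlations between replicates were 0.9814 to 0.9913 (log2 values, Pearson, across genes within a group). Libraries numbered replicate 1 stood apart within their groups. On the first principal component of deviations from group means (28.7% of that variance) they lay between -17.8 and -5.8, and the others between 0.8 and 13. Values are given as mean FPKM ± SD over 3 libraries, and log2 changes carry ± SE of the fit. Counts of list members are over all genes tested. The count adjusted over the list alone was the same wherever no second count is given.

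After 2 days without serum, genes of cell division were lower and those of cholesterol synthesis higher. All 39 tested genes of DNA replication and G1/S fell, with a median fold of 0.161 (camera adjusted p = 2e-25). All 31 mitosis genes fell, with a median fold of 0.0462 (adjusted p = 8.67e-25). Both calls held with an estimated correlation (adjusted p = 0.00639 and 0.0297). The proliferation marker Mki67 fell from 52.3 ± 10.7 to 1.5 ± 0.463 FPKM, and cyclin A2 (Ccna2) from 127 ± 4.52 to 2.89 ± 0.834. Thymidine kinase (Tk1) fell from 175 ± 7.56 to 9.09 ± 0.965 FPKM, the polymerase clamp Pcna from 357 ± 26.4 to 56.6 ± 3.20, and the S-phase transcription factor E2f1 from 38.8 ± 3.83 to 5.74 ± 0.432. All 24 genes of cholesterol synthesis rose, with a median fold of 3.92 (adjusted p = 1.69e-18, and 0.0187 with an estimated correlation). Hmgcs1, which makes HMG-CoA for the mevalonate pathway, rose from 34.8 ± 2.74 to 247 ± 17.6 FPKM, and the sterol demethylase Cyp51 from 73.7 ± 1.5 to 419 ± 29.8.

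Lysosomal and autophagy genes also rose at day 2. Of 43 lysosomal hydrolases and membrane proteins, 36 rose, 4 fell and 3 did not pass, with a median fold of 1.73 (adjusted p = 2.94e-11, and 0.0297 with an estimated correlation). Their membrane proteins Lamp1 and Lamp2 rose by 0.91 ± 0.08 and 1.01 ± 0.11 (log2). Among the hydrolases, cathepsin D (Ctsd) rose from 178 ± 6.98 to 476 ± 11.5 FPKM and Ctsh from 30.1 ± 2.30 to 113 ± 5.67. Ctsf rose from 10.6 ± 1.55 to 42.6 ± 2.30 and beta-galactosidase (Glb1) from 30.5 ± 3.03 to 48.4 ± 3.21. Of 33 autophagy genes, 22 rose and 2 fell (adjusted p = 2.57e-05, and 0.00639 with an estimated correlation). Among them were the autophagosome proteins Gabarapl1 (17.6 ± 3.43 to 48.3 ± 4.63 FPKM) and Map1lc3b (61.4 ± 6.81 to 124 ± 9.98). Tfeb, a transcription factor that drives lysosomal genes, did not pass (6.44 ± 0.337 and 8.21 ± 0.88 FPKM, adjusted p = 0.124). Of 16 vacuolar ATPase genes, which acidify the lysosome, 8 rose and 1 fell. Atp6v0d1 rose from 68.0 ± 4.09 to 128 ± 6.92 FPKM. That list was called at adjusted p = 0.0455, but not with an estimated correlation (adjusted p = 0.342).

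The largest falls of single genes were in Ns5atp9, a PCNA-binding factor (88.0-fold, 308 ± 21.0 to 3.69 ± 3.20 FPKM) and the myogenic transcription factor Myod1 (53.5-fold, 237 ± 19.1 to 3.51 ± 0.965). Next were the mitotic genes Ccnb2, Cdca3, Ube2c and Plk1 (47.2-fold to 37.1-fold). The largest rises were in Itgbl1 (71.9-fold, 1.71 ± 0.345 to 195 ± 35.8 FPKM) and the cardiac troponin T gene Tnnt2 (43.8-fold, 2.22 ± 0.308 to 141 ± 21.3). Then came the sterol reductase Tm7sf2 (42.8-fold), the aldehyde dehydrogenase Aldh3a1 (24.6-fold), the acetyl-CoA synthetase Acss2 (23.9-fold) and Mfrp (20.1-fold). The muscle intermediate filament gene Des fell from 87.4 ± 6.77 to 9.83 ± 0.913 FPKM.

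The ribosome biogenesis, proteasome, respiratory chain and glycolysis lists were called downward at day 2. Of 25 ribosome biogenesis genes 24 fell and 0 rose (adjusted p = 2.12e-08, and 0.0187 with an estimated correlation). The nucleolar protein gene Fbl fell from 134 ± 17.1 to 44.7 ± 2.33 FPKM and Ncl from 434 ± 34.3 to 216 ± 16.3. Of 30 proteasome genes 28 fell (29 adjusted over the list alone) and 0 rose, with a median fold of 0.659 (adjusted p = 9.09e-08, but adjusted p = 0.245 with an estimated correlation). Psmc3 fell 2.15-fold. Of 28 respiratory chain genes 22 fell (24 adjusted over the list alone) and 0 rose (adjusted p = 0.00012, but adjusted p = 0.342 with an estimated correlation). Cytochrome c (Cycs) fell 3.01-fold and the ATP synthase subunit Atp5b 1.98-fold. Of 16 glycolysis genes 9 fell and 2 rose (adjusted p = 0.00686, but adjusted p = 0.342 with an estimated correlation). Lactate dehydrogenase Ldha fell from 1329 ± 35.9 to 584 ± 46.1 FPKM and Pgk1 from 555 ± 16.5 to 296 ± 13.3.

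The matrix, interferon, p53 target, FoxO, clock and actin lists were called upward at day 2. Of 17 collagen and matrix genes 14 rose and 1 fell, with a median fold of 2.63 (adjusted p = 6.11e-07, but adjusted p = 0.0827 with an estimated correlation). Col1a1 rose from 2324 ± 216 to 6250 ± 303 FPKM, Col3a1 from 1770 ± 44.6 to 6248 ± 534 and Sparc from 1478 ± 34.2 to 4785 ± 71.9. Of 14 interferon response genes 10 rose and 0 fell (adjusted p = 0.000351, and 0.0187 with an estimated correlation). Stat2 rose 2.77-fold and Lgals3bp 4.04-fold. Of 23 p53 targets 12 rose and 4 fell (adjusted p = 0.00922, but adjusted p = 0.0595 with an estimated correlation). Those that rose included the stress-induced sestrins Sesn1 (2.94-fold, also in the FoxO list) and Sesn2 (2.74-fold) and the CDK inhibitor Cdkn1a (130 ± 20.3 to 300 ± 56.7 FPKM). Of 19 FoxO and growth factor withdrawal genes 12 rose and 2 fell (adjusted p = 0.00657, but adjusted p = 0.195 with an estimated correlation). The PI3K inhibitor Pik3ip1 rose 5-fold. Of 13 clock genes 8 rose and 1 fell (adjusted p = 0.0299, but adjusted p = 0.131 with an estimated correlation). Nr1d1 rose 1.97-fold. Of 19 actin, SRF and YAP genes 9 rose and 3 fell (adjusted p = 0.0322, but adjusted p = 0.349 with an estimated correlation). The YAP targets went both ways, Ctgf up 3.16-fold and Ankrd1 down 3.01-fold. Among the genes fixed in advance, Acta2 rose 1.44-fold, Cdkn1b 1.20-fold and Hes1 1.32-fold. Myc fell 1.56-fold and cyclin D1 (Ccnd1) 1.46-fold, and Cdkn2a did not pass (65.4 ± 14.4 and 56.5 ± 12.8 FPKM). The Cdkn1b call was lost without control replicate 1, day 2 replicate 2 or day 2 replicate 3 (adjusted p = 0.193, 0.0822 and 0.0925) or with replicates 2 and 3 only (0.054). The Hes1 call was lost without any 1 of the 3 control libraries or of day 2 replicates 2 and 3 (adjusted p from 0.0501 to 0.0853) or after rescaling to a sum of 1000000 (0.0607).

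The other lists were not called by camera at day 2. With fry, which asks whether a list's genes move on balance one way and does not compare them with other genes, 21 of 24 lists were called. The 5 more were cell cycle inhibitors, immediate early genes and neural markers, down (adjusted p = 2.01e-08, 1.87e-06 and 0.0202), and secreted factors and complement, up (7.17e-09 and 6.55e-05). Cell cycle inhibitors with cyclins D and pocket proteins had 6 of 14 up and 6 down and secreted factors of senescence 7 of 15 up and 6 down. Endoplasmic reticulum stress genes had 8 of 21 up and 8 down and antioxidant genes 5 of 21 up and 7 down. Immediate early genes had 3 of 17 up and 10 down and neural markers 1 of 4 up and 1 down. Ribosomal protein genes had 8 of 44 up and 3 down (7 and 3 adjusted over the list alone), and complement 3 of 6 up and 1 down (4 and 1). The secreted factors had a median change of -0.27 with a mean of 0.27, and antioxidant genes a median of -0.04 with a mean of 0.03. In all, 2680 of 8940 genes rose and 2745 fell at day 2, 60.7% of those tested, of which 665 rose and 754 fell by at least 2-fold. Of the 24 lists tested, 16 were called, and 7 with an estimated correlation. Rescaling by the upper quartile moved the median of all genes by 0.11 (log2) and gave 3239 rises and 2252 falls. The vacuolar ATPase call was lost without control replicate 2 or 3 or day 2 replicate 1 or 2 (adjusted p from 0.0565 to 0.0812) or with a mean of at least 5 FPKM (0.0508). The actin call was lost without day 2 replicate 2 (0.0501), and the actin and clock calls under quantile normalization (0.0559 and 0.0598).

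From day 2 to day 16, lysosomal genes kept rising with the length of starvation while cholesterol synthesis and matrix genes came down. Of 43 lysosomal hydrolases and membrane proteins 36 rose with day, 2 fell and 5 did not pass, with a median fold over 14 days of 1.66 (adjusted p = 4.33e-14). This was the 1 list of 24 that was also called with an estimated correlation (adjusted p = 0.00565). For the slope that correlation comes from residuals that also hold departures from the line. It was 0.789 for cholesterol synthesis and 0.51 for the vacuolar ATPase, against 0.366 and 0.144 in the fit of group means. For lysosomal and matrix genes it was lower, 0.093 and 0.207 against 0.168 and 0.306. A list whose genes bend together can therefore miss this call although it changed. The mannosidase Man2b1 rose from 53.3 ± 1.48 FPKM at day 2 to 163 ± 3.04 at day 16 and the hexosaminidase Hexa from 109 ± 3.98 to 300 ± 18.0. The glucosidase Gaa rose from 78.1 ± 4.92 to 229 ± 13.6 and the sialidase Neu1 from 16.7 ± 2.63 to 58.4 ± 8.80. Ctsd rose from 476 ± 11.5 to 905 ± 14.8 FPKM, Lamp1 from 450 ± 28.2 to 833 ± 42.7 and Lamp2 from 162 ± 15.0 to 287 ± 27.8. Of 16 vacuolar ATPase genes 14 rose and 0 fell (14 and 1 adjusted over the list alone), with a median fold of 1.67 (adjusted p = 3.39e-08, but adjusted p = 0.458 with an estimated correlation). Atp6ap1 rose 2.86-fold and Atp6v1d 2.91-fold, the Atp6v1d call being lost over days 8 to 16 alone (adjusted p = 0.218). Autophagy genes were mixed, with 16 of 33 up and 6 down (adjusted p = 0.0177, but adjusted p = 0.458 with an estimated correlation). Gabarapl1 rose 2.45-fold and the cargo receptor Sqstm1 1.73-fold. Glb1 rose by 0.21 ± 0.05 over 14 days, a call that was lost after rescaling to a sum of 1000000 (adjusted p = 0.462), and Tfeb did not pass (adjusted p = 0.721), although it fell over days 2 to 8 alone (-1.003 over 14 days, adjusted p = 0.0181). The Glb1 call was also lost over days 2 to 8 and 8 to 16 alone (0.0523 and 0.406). Over days 8 to 16 alone the lysosomal list was still called (median fitted change over 14 days 0.571, adjusted p = 1.04e-09). The vacuolar ATPase and autophagy calls were lost there (0.26 and 0.025, adjusted p = 0.157 and 0.761), as were those of Lamp1 and Lamp2 (0.24 and 0.018, adjusted p = 0.155 and 0.947), so their rise lay mostly before day 8.

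**Figure D1:**
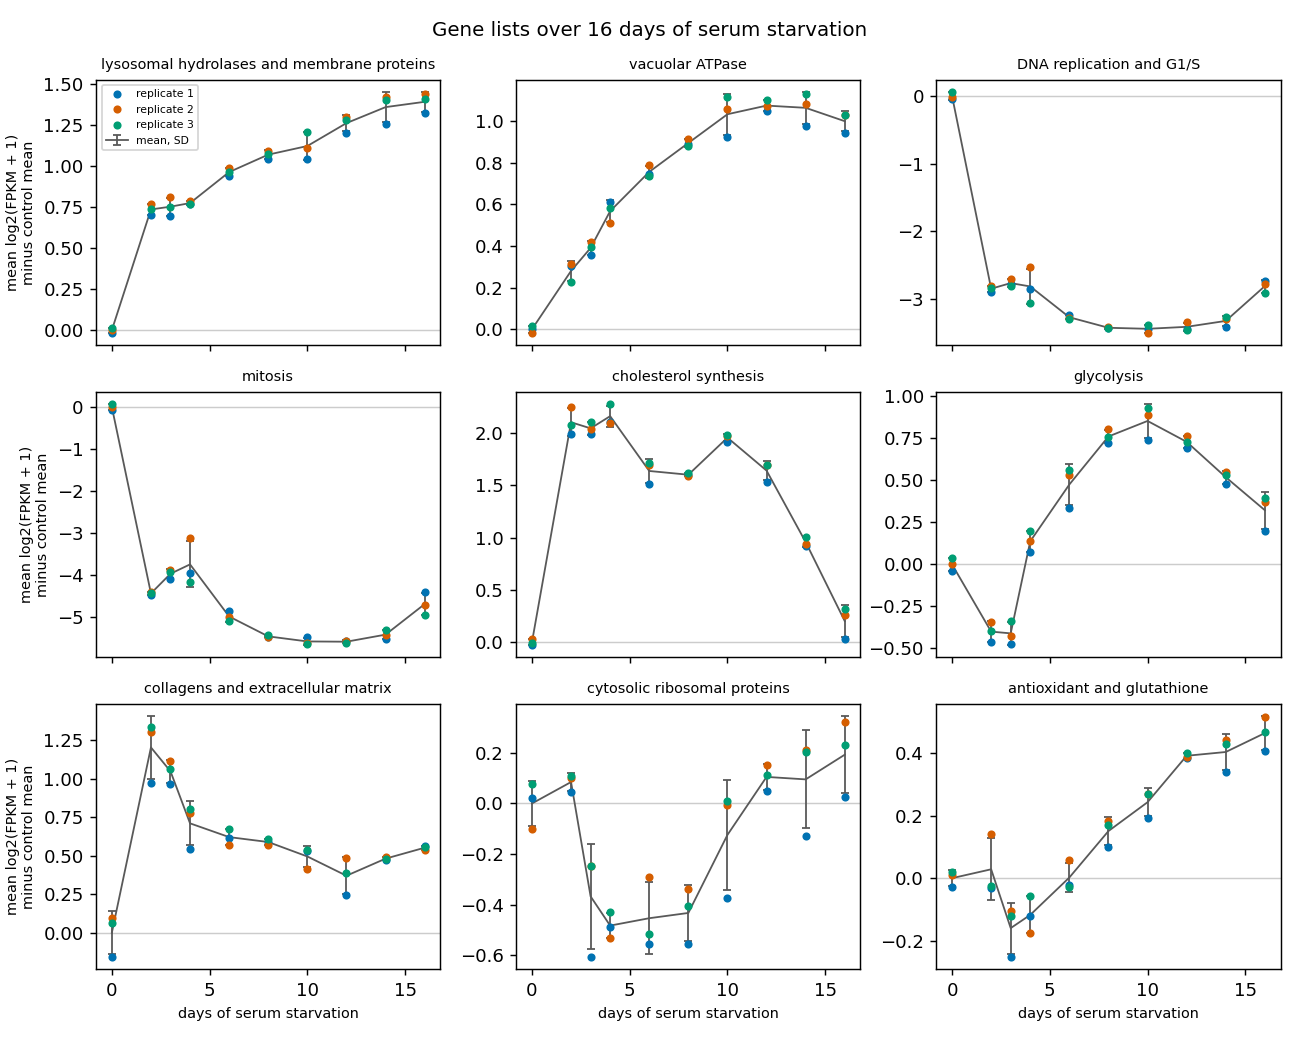
Mean log2(FPKM + 1) of 9 gene lists minus the control mean, against days of serum starvation. Points are single libraries coloured by replicate number, lines join group means, and bars are SD over 3 libraries. The lysosomal list stood at 0.74 at day 2 and 1.39 at day 16, cholesterol synthesis at 2.1 and 0.20, and the glycolysis list was highest at day 10 (0.85).

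All 24 cholesterol synthesis genes fell with day, with a median fold over 14 days of 0.348 (adjusted p = 1.08e-11, but adjusted p = 0.458 with an estimated correlation). Most of that fall came after day 12. The list mean minus control was 2.103, 1.956, 1.641, 0.957 and 0.202 at days 2, 10, 12, 14 and 16. Of 17 matrix genes 10 fell and 2 rose (adjusted p = 0.0147, but adjusted p = 0.458 with an estimated correlation). Col1a1 fell 5.69-fold, Col5a2 4.38-fold and Col5a1 3.98-fold. Most of the Col1a1 fall came early, from 6250 ± 303 FPKM at day 2 to 1175 ± 76.3 at day 8. Over days 8 to 16 alone the matrix, Col1a1 and Col5a1 calls were lost (-0.228, -0.052 and -0.529 over 14 days, adjusted p = 0.71, 0.916 and 0.0869). Of 19 actin, SRF and YAP genes 14 fell and 1 rose (15 and 1 adjusted over the list alone; adjusted p = 0.00042, but adjusted p = 0.463 with an estimated correlation). Zyx fell 2.15-fold and Ankrd1 5.19-fold, the Ankrd1 call being lost over days 8 to 16 alone (adjusted p = 0.0618). All 31 mitosis genes had a negative slope past the threshold (adjusted p = 6.62e-06, but adjusted p = 0.545 with an estimated correlation). Ube2c fell 5.82-fold over 14 days, Ccna2 3.54-fold and Mki67 2.43-fold, all from day 2 levels under 10 FPKM. The Mki67 call was lost with time point means (adjusted p = 0.068). The course of the mitosis genes was not a straight line, and over days 8 to 16 alone their median fitted change over 14 days was 1.09. Of 39 replication genes 16 fell and 2 rose (15 and 2 adjusted over the list alone), with Lig1 down 1.83-fold and Pcna up 1.27-fold. That list was not called (adjusted p = 0.0865), but it was with day 16 left out (median change -0.67 over 14 days, adjusted p = 4.38e-06). It was also called without day 6 (0.0452) or any 1 of the day 16 libraries (0.00923, 0.0197 and 0.026). The same held with log2 of day (0.00643) and with a contrast of group means (0.0145). The replication list was called downward over days 2 to 8 alone (-1.434 over 14 days, adjusted p = 8.67e-10). Over days 8 to 16 alone it was called upward (0.717, adjusted p = 2.27e-07). The Pcna call was lost with short RNA genes left out and libraries rescaled (0.057) and over days 2 to 8 alone (0.168). Over days 8 to 16 alone the Lig1 call was lost (-0.012 over 14 days, adjusted p = 0.97).

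Ribosomal protein, glycolysis and antioxidant genes had rising slopes over days 2 to 16. Of 44 ribosomal protein genes 31 rose and 0 fell (32 and 0 adjusted over the list alone), with a median fold of 1.38 (adjusted p = 6.62e-06, but adjusted p = 0.546 with an estimated correlation). Rplp1 rose 2.33-fold and Rps16 1.71-fold. The Rplp1 call was lost over days 2 to 8 alone (0.498 over 14 days, adjusted p = 0.26). The Rps16 slope was negative there (-0.328, adjusted p = 0.393). Over days 2 to 8 alone the list fell, with a median fitted change over 14 days of -0.87 (adjusted p = 1.28e-05). Its mean minus control was 0.085 ± 0.035 at day 2, -0.482 ± 0.051 at day 4 and 0.193 ± 0.152 at day 16. The ribosomal list was not called in day 16 against day 2 (camera adjusted p = 0.234), so its slope mostly reflects recovery from that low. Of 16 glycolysis genes 13 rose and 1 fell (adjusted p = 0.00357, but adjusted p = 0.478 with an estimated correlation). Aldoa rose from 728 ± 57.8 FPKM at day 2 to 1717 ± 17.7 at day 16, Pgam1 from 214 ± 6.47 to 507 ± 10.7, and the pyruvate dehydrogenase kinase Pdk1 from 5.50 ± 0.584 to 28.5 ± 4.41. Over days 8 to 16 alone that list's fitted change over 14 days was -1.16 (adjusted p = 1.66e-05). Of 21 antioxidant genes 11 rose and 4 fell (12 and 5 adjusted over the list alone; adjusted p = 0.00922, but adjusted p = 0.458 with an estimated correlation). Heme oxygenase Hmox1 rose from 25.7 ± 4.99 to 153 ± 18.7 FPKM and ferritin light chain Ftl1 from 4477 ± 403 to 17050 ± 973. Of 14 interferon genes 10 rose and 0 fell (10 and 1 adjusted over the list alone; adjusted p = 0.0067, but adjusted p = 0.458 with an estimated correlation). Ifi27 rose 1.37-fold and Lgals3bp 1.51-fold. Over days 2 to 8 alone the interferon list and Lgals3bp had negative slopes (-0.151 and -0.167 over 14 days, adjusted p = 0.525 and 0.697) and the Ifi27 call was lost (0.037, adjusted p = 0.911). Of 13 clock genes 7 rose and 1 fell (adjusted p = 0.0242, but adjusted p = 0.458 with an estimated correlation). The clock output gene Dbp rose 4.30-fold and Nr1d1 3.35-fold. Of 28 respiratory chain genes 13 rose and 1 fell (12 and 1 adjusted over the list alone; adjusted p = 0.0177, but adjusted p = 0.599 with an estimated correlation). Of 30 proteasome genes 13 rose and 1 fell (adjusted p = 0.018, but adjusted p = 0.599 with an estimated correlation). Uqcrb rose 1.76-fold and Psmb3 1.51-fold. Both gene calls were lost over days 8 to 16 alone (adjusted p = 0.0593 and 0.0618), and that of Psmb3 also over days 2 to 8 alone (0.128). The calls of both lists were lost after rescaling to a sum of 1000000 (adjusted p = 0.0575 and 0.147), and that of the respiratory chain under quantile normalization (0.0739). Over days 2 to 8 alone both medians were negative (-0.104 and -0.02, adjusted p = 0.743 and 0.909). After rescaling to a sum of 1000000 the proteasome median was 0.02 and, with short RNA genes also left out, -0.004.

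The largest rises with day in single genes were in Mlana, a melanosome protein that was listed at 0 in all control and day 2 libraries and stood at 40.0 ± 9.85 FPKM at day 16, and the organic anion transporter Slco1a2 (0.523 ± 0.165 to 22.7 ± 1.69 FPKM). The ferritin receptor Scara5 (6.08 ± 1.12 to 82.9 ± 3.65) and the complement protease C1s (8.04 ± 0.789 to 87.1 ± 4.40) followed. The transcriptional inhibitor Id2 (7.38 ± 0.818 to 98.5 ± 5.87) and Pianp (1.55 ± 0.465 to 11.9 ± 1.69) made up the rest. Among the largest falls were Aldh3a1 (82.5 ± 8.32 to 0.230 ± 0.0271 FPKM) and Lce1m (6.25 ± 1.32 to 0.516 ± 0.516). The interleukin 33 receptor Il1rl1 (268 ± 44.7 to 10.3 ± 0.427), the kinase scaffold Akap12 (318 ± 65.6 to 28.3 ± 1.77) and the gelatinase Mmp2 (34.7 ± 3.25 to 0.887 ± 0.428) were also among them. Over days 2 to 8 alone the slopes of C1s and Lce1m reversed (-0.363 and 3.632 over 14 days, adjusted p = 0.702 and 0.215). Over days 8 to 16 alone that of Mmp2 reversed (0.489, adjusted p = 0.22) and the Id2, Il1rl1 and Aldh3a1 calls were lost (adjusted p = 0.0809, 0.089 and 0.25). Among the genes fixed in advance, Ccnd1 rose by 0.65 ± 0.11 and Cdkn1b by 0.44 ± 0.09 over 14 days, and E2f1 rose from 5.74 ± 0.432 to 12.4 ± 1.05 FPKM. Hes1 fell 2.94-fold, Myc 1.57-fold and Cdkn1a 1.36-fold, the last not with day 16 left out (adjusted p = 0.0667). Cdkn2a did not pass (adjusted p = 0.104), but it did with day 4 or day 16 left out (0.0457 and 0.025), after rescaling to a sum of 1000000 (0.0414), with log2 of day (0.00714) and with a contrast of group means (0.00321). Its fall came early, from 56.5 ± 12.8 FPKM at day 2 to 18.8 ± 4.24 at day 4, and over days 2 to 8 alone it was -3.105 over 14 days (adjusted p = 0.00248). The E2f1 call was lost without day 16 replicate 1 (adjusted p = 0.0589), without day 2 or day 16 (0.0797 and 0.579) and after rescaling to a sum of 1000000 (0.0924). It was also lost with array weights, log2 of day and time point means (0.0622, 0.0756 and 0.151), and over days 2 to 8 alone the slope was negative (-0.402, adjusted p = 0.48). Acta2 fell 1.54-fold, with its highest mean at day 3 (6609 ± 670 FPKM). That call was lost without any 1 of the day 16 libraries (adjusted p = 0.0781, 0.0594 and 0.0582) and with day 3, 4, 14 or 16 left out (0.117, 0.0815, 0.107 and 0.504). It was also lost with log2 of day, time point means and replicates 2 and 3 only (0.199, 0.223 and 0.0728), and reversed over days 2 to 8 alone (0.314, adjusted p = 0.73). Over days 8 to 16 alone the Ccnd1, Hes1, Myc and Cdkn1a calls were lost (0.243, 0.0719, 0.0565 and 0.109), and over days 2 to 8 alone those of Myc and Cdkn1a (0.152 and 0.113).

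Of 8940 genes, 2377 rose and 2587 fell with day (55.5% of those tested), of which 341 rose and 414 fell by at least 2-fold over 14 days. Of 24 lists, 14 were called by camera and 19 by fry. The 5 more with fry were cell cycle inhibitors, p53 targets and immediate early genes, down (adjusted p = 0.00329, 1.25e-05 and 0.00723), and ribosome biogenesis and complement, up (0.0106 and 2.61e-05). Lists not called by camera included cell cycle inhibitors (4 of 14 up and 8 down, 5 and 8 adjusted over the list alone), p53 targets (4 of 23 up and 11 down) and secreted factors (6 of 15 up and 4 down, median -0.006 with the test upward and a mean of -0.27). Others were ribosome biogenesis (13 of 25 up and 4 down, 13 and 5 adjusted over the list alone), endoplasmic reticulum stress (6 of 21 up and 5 down, median -0.13 and mean 0.06) and complement (3 of 6 up and 1 down). The rest were immediate early genes (2 of 17 up and 8 down, 3 and 9 adjusted over the list alone), FoxO genes (4 of 19 up and 7 down) and neural markers (1 of 4 up and 2 down, 2 and 2 adjusted over the list alone, median -0.30 and mean 0.01). Ribosome biogenesis was called upward with day 16 left out (adjusted p = 0.0225), complement upward with day 3 left out (0.0488) or after rescaling to a sum of 1000000 (0.0499), and immediate early genes downward with day 2 or day 10 left out (0.02 and 0.0376). With a contrast of group means complement and immediate early genes were called (0.0339 and 0.00419), as they were over days 8 to 16 alone (0.000504 and 4.81e-06). The antioxidant and clock calls were lost over days 8 to 16 alone (0.168 and 0.88), and the antioxidant and actin calls over days 2 to 8 alone (0.199 and 0.909). Rescaling every library to a sum of 1000000 took the median of all genes from -0.017 to -0.141 over 14 days. It gave 1573 rises and 3256 falls. Against that shift, the lysosomal median was 0.60 (adjusted p = 5.29e-14). With replicates 2 and 3 only, 2223 genes rose and 2440 fell, and the clock call was lost (adjusted p = 0.0569), as it was with time point means (0.0793). With log2 of day the interferon call was lost (adjusted p = 0.0529).

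**Figure D2:**
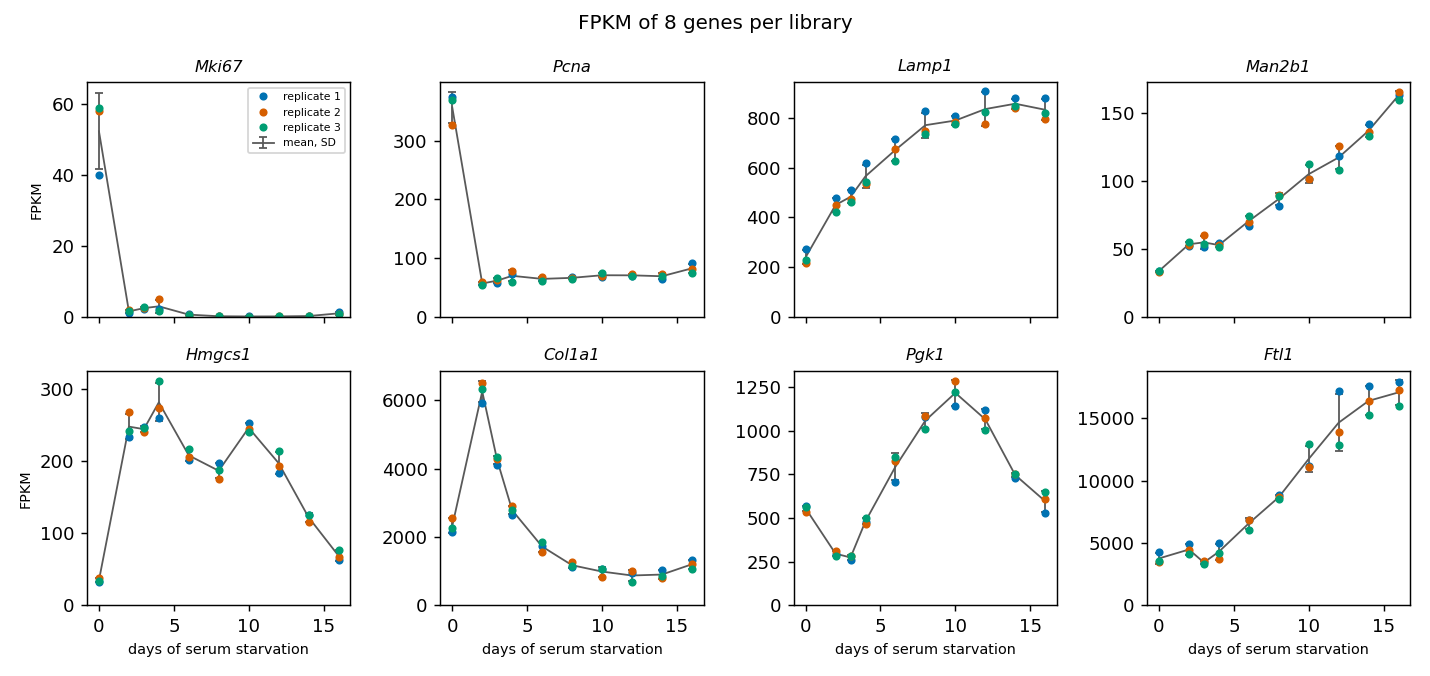
FPKM of 8 genes against days of serum starvation, with single libraries as points coloured by replicate number, group means joined by lines, and bars of SD over 3 libraries. Each vertical axis is linear and starts at 0. Man2b1 went from 53.3 to 163 FPKM between days 2 and 16, Hmgcs1 stood at 247 FPKM at day 2, and Ftl1 reached 17050 FPKM at day 16.

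Day 16 against day 2 compared the ends of the course. Of 43 lysosomal genes 33 were higher and 3 lower (34 and 4 adjusted over the list alone; adjusted p = 1.36e-13, and 0.0318 with an estimated correlation). Man2b1 was 3.02-fold higher, and Lamp1, Lamp2 and Ctsd 1.85-fold, 1.76-fold and 1.90-fold. Of 16 vacuolar ATPase genes 14 were higher and 0 lower (adjusted p = 1.03e-08, and 0.0182 with an estimated correlation). Atp6ap1 was 2.70-fold higher. Of 33 autophagy genes 14 were higher and 3 lower (16 and 3 adjusted over the list alone; adjusted p = 0.00643, and 0.0497 with an estimated correlation). The mitophagy receptor Bnip3 was 2.44-fold higher. Of 6 complement genes 3 were higher and 0 lower (adjusted p = 0.0099, and 0.0497 with an estimated correlation), C1s 9.76-fold and C1r 2.66-fold. With no filter on low values, which adds members near 0, the call was lost (adjusted p = 0.575). All 24 cholesterol synthesis genes were lower, with a median fold of 0.280 (adjusted p = 1.58e-28, and 0.0127 with an estimated correlation). Cyp51 was 4.53-fold, Fdps 3.84-fold and Mvd 10.7-fold lower.

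Of 16 glycolysis genes 11 were higher and 1 lower at day 16 (adjusted p = 9.73e-07, but adjusted p = 0.116 with an estimated correlation). Pgam1 was 2.37-fold and Aldoa 2.36-fold higher. Of 17 matrix genes 11 were lower and 4 higher (adjusted p = 0.00194, but adjusted p = 0.264 with an estimated correlation). Col3a1 was 4.41-fold and Col1a1 5.22-fold lower. Of 17 immediate early genes 9 were lower and 3 higher (9 and 4 adjusted over the list alone; adjusted p = 0.014, but adjusted p = 0.116 with an estimated correlation). Jun was 3.43-fold and Egr1 4.59-fold lower. Of 19 actin, SRF and YAP genes 12 were lower and 3 higher (13 and 3 adjusted over the list alone; adjusted p = 0.00575, but adjusted p = 0.257 with an estimated correlation). Tgfb1i1 was 1.92-fold lower and Ctgf 1.78-fold higher. Of 23 p53 targets 12 were lower and 5 higher (14 and 5 adjusted over the list alone; adjusted p = 0.0155, but adjusted p = 0.0933 with an estimated correlation). The kinase Plk2 was 3.00-fold and the apoptosis gene Bbc3 3.74-fold lower. Of 13 clock genes 7 were higher and 0 lower (8 and 2 adjusted over the list alone; adjusted p = 0.0246, but adjusted p = 0.116 with an estimated correlation). Dbp was 3.14-fold higher.

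Among single genes, the largest falls between days 2 and 16 included those in Aldh3a1, Il1rl1, Mmp2, the proteoglycan Vcan (101 ± 9.43 to 6.44 ± 0.305 FPKM) and Mvd. The largest rises were in Mlana, Snhg4, the calcium pump regulator phospholamban (Pln, 4.68 ± 0.816 to 100 ± 5.98 FPKM), Slco1a2, Scara5 and Id2. Snhg4 was erratic (2.89 ± 5 and 55.6 ± 34.0 FPKM), and its call was lost without day 2 replicate 2 or 3 or day 16 replicate 2 (adjusted p = 0.0616, 0.0625 and 0.0567). Among the genes fixed in advance, E2f1 was 1.99-fold higher, Ccnd1 1.70-fold and Cdkn1b 1.46-fold higher. Hes1 was 4.59-fold, Cdkn2a 2.22-fold, Myc 2.11-fold and Cdkn1a 1.82-fold lower. Mki67 and Tfeb did not pass (adjusted p = 0.181 and 0.459), although Mki67 was called lower with array weights (-0.528, adjusted p = 0.0248) and with replicates 2 and 3 only (-0.695, 0.0425). Ccna2 (1.57-fold) and Acta2 (1.26-fold) were lower and Glb1 (1.13-fold) higher at adjusted p = 0.0372, 0.0326 and 0.0424. The Ccna2 call was lost without day 2 replicate 2 or 3 or day 16 replicate 2 or 3 (adjusted p from 0.0505 to 0.219). The Acta2 call was lost without day 2 replicate 2 or 3 or day 16 replicate 1 (0.0568 to 0.163). The Glb1 call was lost without any of day 2 replicates 2 and 3 and day 16 replicates 1, 2 and 3 (0.0721 to 0.142) and under each of the 3 other scalings (0.0606 to 0.493). With the 6 libraries alone all 3 calls were lost (0.0619, 0.0626 and 0.111), and with no filter on low values those of Ccna2 and Acta2 (0.0535 and 0.0558). The Ccna2 call was also lost with a pseudocount of 0.1 or 5 (0.167 and 0.0762).

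In all, 1850 genes were higher and 1829 lower at day 16 than at day 2 (41.2% of those tested), 314 higher and 377 lower by at least 2-fold. Rescaling to a sum of 1000000 gave 1416 and 2035. Of 24 lists, 11 were called by camera, 5 of them also with an estimated correlation. With fry 15 were called, the 4 more being cell cycle inhibitors and secreted factors lower (adjusted p = 9.16e-06 and 9.9e-05) and interferon and antioxidant genes higher (4.14e-06 and 3.95e-07). Replication genes (4 of 39 higher and 6 lower, 4 and 5 adjusted over the list alone; Pcna 1.45-fold higher) and mitosis genes (0 of 31 higher and 5 lower, 0 and 2 adjusted over the list alone) were not called by camera. The mitosis list was called downward without day 16 replicate 1 (adjusted p = 0.0143). Also not called by camera were cell cycle inhibitors (3 of 14 higher and 6 lower), secreted factors (4 of 15 and 6, median 0.04 and mean -0.37), the respiratory chain (6 of 28 and 1) and ribosomal proteins (4 of 44 and 0, 2 and 0 adjusted over the list alone). The same held for ribosome biogenesis (6 of 25 and 5), endoplasmic reticulum stress (5 of 21 and 6, 6 and 6 adjusted over the list alone), and interferon response (7 of 14 and 2). The same held for antioxidant genes (9 of 21 and 4), FoxO genes (5 of 19 and 5, median 0.007 and mean -0.15), the proteasome (6 of 30 and 1) and neural markers (2 of 4 and 2, median -0.29 and mean 0.03). Without day 16 replicate 1 the antioxidant and proteasome lists were called (adjusted p = 0.0393 and 0.0492), and the antioxidant list also without day 2 replicate 2 (0.0278) and after rescaling to a sum of 1000000 (0.0433). The interferon list was called with no filter on low values (0.0208). With replicates 2 and 3 only, the respiratory chain, ribosomal protein, proteasome and antioxidant lists were called higher (0.0112, 0.0072, 0.0124 and 0.0395) and the mitosis list lower (0.0395).

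For 2855 genes (31.9%) the course over days 2 to 16 bent, 1435 with a positive and 1420 with a negative quadratic term. The most positive were Tnnt2, Aldh3a1 and Mmp2, which fell early. Tnnt2 fell and rose again. It went from 141 ± 21.3 FPKM at day 2 through 5.05 ± 0.381 at day 10 to 16.5 ± 4.41 at day 16. Aldh3a1 went from 82.5 ± 8.32 to 7.51 ± 1.86 at day 4, and Mmp2 from 34.7 ± 3.25 to 5.13 ± 0.251 at day 4. Among the most negative were Lce1m and the fast myosin heavy chain Myh1. Lce1m stood at 147 ± 49.2 FPKM at day 4. Myh1 stood at 226 ± 24 at day 10 with 30.4 ± 7.81 at day 2 and 34.4 ± 2.48 at day 16. The split depended on scaling. A sum of 1000000 gave 1046 positive and 1725 negative terms, and the upper quartile 1691 and 1169.

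Whether longer starvation extended the change at entry was asked across genes, with slopes over days 3 to 16 so that no library was shared. The day 2 change and the slope were almost unrelated across the 8940 genes, which are not independent replicates (Spearman 0.055, Pearson 0.084). Replicates 1, 2 and 3 each alone gave Spearman values of 0.057, 0.067 and 0.041. Without control replicate 1 it was 0.095, without control replicate 2 0.032 and without day 2 replicate 1 0.016. Of 2680 genes that rose at day 2, 870 went on rising and 790 fell later, where independence would give 728 and 783. Of 2745 that fell, 840 went on falling and 663 rose later, where independence would give 802 and 746. Lamp1, Lamp2 and Ctsd were among those that rose in both phases, while Col1a1 rose and then fell.

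Markers of other cell types were mostly near 0. Of the adipocyte list, Cebpa (3.96, 4.64 and 3.87 FPKM in control, day 2 and day 16) and Acsl1 (19.1, 28.4 and 33.0) passed the filter, and of the macrophage list Cd74 (1.06, 0.71 and 3.05). Of the endothelial list these were Egfl7 (14.2, 13.9 and 8.50) and Flt1 (5.44, 17.4 and 10.1), and of the epithelial list Krt8 (11.7, 21.3 and 68.1). The neural list included Nes (94.1, 41.8 and 12.1), Tubb3 (5.84, 6.23 and 1.77) and Map2 (2.53, 2.03 and 15.0). The skeletal muscle list had Myod1 (237, 3.51 and 1.51), Des (87.4, 9.83 and 26.2) and Tnnt3 (2.07, 6.67 and 5.39). The other listed members had group means of at most 4.33 FPKM, the highest being the macrophage receptor Csf1r in control. Fabp4, Adipoq, Pecam1, Cdh5, Ptprc, Epcam and Sox10 did not exceed 0.15 FPKM in any group mean.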

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

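The lists below were marked because their median slopes over days 2 to 8 and over days 8 to 16 had opposite signs. Each slope was at least 0.02 log2 per day in size, and the change of slope at day 8 passed its test. These slopes are not those of the fits to days 2 to 8 or 8 to 16 alone, and the values differ. Ribosome biogenesis, interferon and clock genes also changed sign and passed (adjusted p = 0.017, 0.000745 and 0.0366), with 1 of the 2 slopes under that minimum. In that test 14 of 24 lists were called with a preset correlation and 0 with an estimated one, where the lowest adjusted p was 0.0585. Tests chosen only after the result was seen were those on RNA from unstarved cultures, on other genes of the same level, on muscle genes and on days assigned within replicate numbers, and day 12 was chosen as the low point after the values were seen. Those on scaling, on pigment cell genes and on the remaining splits were written beforehand.

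Replication and mitosis genes were lower at day 8 than at day 2 and higher again at day 16. The fall came after day 4. Mean log2 values minus the control mean were -2.851 ± 0.047, -2.818 ± 0.264, -3.429 ± 0.015 and -2.812 ± 0.097 at days 2, 4, 8 and 16 for replication genes. For mitosis genes they went from -4.429 ± 0.041 at day 2 up to -3.961 ± 0.107 at day 3 and -3.739 ± 0.549 at day 4, then to -5.45 ± 0.025 at day 8 and -4.683 ± 0.269 at day 16. At days 10, 12 and 14 the means were -3.444, -3.415 and -3.328 for replication genes and -5.57, -5.577 and -5.408 for mitosis genes. The median slope of replication genes went from -0.119 to 0.052 log2 per day (change 0.163, adjusted p = 1.63e-13, and 0.1 with an estimated correlation), and that of mitosis genes from -0.292 to 0.056 (change 0.334, adjusted p = 1.86e-13, and 0.219). Between days 12 and 16, 43 of these 70 genes rose and 0 fell, and in 56 (80%) all 3 day 16 libraries lay above all day 12 libraries. No chance share is given for these counts, since the days were chosen after the values were seen and the genes share the same 6 libraries. Levels stayed far below control. Rrm2, a subunit of the enzyme that makes deoxyribonucleotides, stood at 552 ± 54.8 FPKM in control, 0.871 ± 0.14 at day 12 and 13.1 ± 3.92 at day 16, Mcm5 at 75.2 ± 4.23, 0.0647 ± 0.112 and 3.01 ± 0.424, and Mki67 at 52.3 ± 10.7, 0.0869 ± 0.0526 and 0.943 ± 0.403 (Rrm2 and Mcm5 were chosen after their values were seen).

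RNA of unstarved cultures in the day 16 libraries would have to make up 2.43% of control levels (median over these genes, quartiles 1.77% and 3.66%). Myod1 stood lower, at 0.63% of its control level (1.51 ± 0.209 FPKM at day 16). It was the lowest of 1026 genes outside the replication and mitosis lists at 100 FPKM or more in control, short RNA genes left out. The next lowest, Ns5atp9, Cdca3 and Knstrn, stood at 1.81%, 1.98% and 2.35%, within those quartiles. Ns5atp9 is a PCNA-binding factor and Cdca3 a mitotic gene, so they cannot tell RNA of unstarved cultures from the rise itself. As 1 gene picked after the values were seen, Myod1 cannot decide, and RNA of unstarved cultures stays open. Scaling was written beforehand to be excluded if the median rise stayed at 0.5 or more under each scaling, and it narrowly missed, with 0.48 to 0.71 and a main value of 0.59. Other genes of the same day 12 level rose by a median of 0.1 (1608 genes, 0.09 to 0.12 over the day 16 libraries, against 0.51 to 0.79 for the cycle genes), which argues against scaling as the whole source. A return of some cells to the cycle after longer starvation may underlie the rise and remains a hypothesis that was not tested.

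Myod1 is a transcription factor of skeletal muscle, and 237 ± 19.1 FPKM in unstarved fibroblasts fell to 3.51 ± 0.965 at day 2. Differentiated muscle cells in the cultures would bring muscle actins, myosins and creatine kinase at or above the Myod1 level, and the highest of 7 listed genes was Tnnt3 at 2.07 FPKM, and Acta1, Actc1, Ckm, Myh3, Myh8 and Myog stood at 0.15, 0.04, 0.02, 0.01, 0.3 and 0.95. Those 7 genes belong to the skeletal muscle list fixed in advance, but the test on them was chosen after the result was seen. Low values in this table can also be failed estimates. Other muscle genes stood higher in control, Myh1 at 36.2 ± 3.75 FPKM, Tnnc1 at 91.9 ± 10.1 and Des at 87.4 ± 6.77. Muscle cells therefore stay open, as do undifferentiated myoblasts and expression by the fibroblasts themselves, and each may account for it.

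Mlana, a pigment cell protein, was listed at 0 in control and day 2 and stood at 14.1 ± 0.957 FPKM at day 8 and 40.0 ± 9.85 at day 16. Pigment cells in the late cultures would bring Tyr, Tyrp1 and other pigment genes to about that level, and the highest of the 6 genes analysed was Tyrp1 at 0.38 FPKM, with Trpm1 at 0.25 and Tyr, Slc45a2, Sox10 and Gpr143 listed at 0. That met the bound written beforehand, but the bound was too weak for this table. Abundant genes such as Rps6 are listed at 0 in it, so zeros can be failed estimates. Of the 4 genes the test named, Tyr was listed at 0 and Pmel and Dct were not analysed here. Gpnmb, also a melanosome gene, rose from 13.8 ± 1.83 at day 2 to 57.6 ± 2.19 at day 16. Pigment cells therefore stay open, as does longer starvation acting on the fibroblasts, which may account for the rise and was not tested further.

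The median slope of glycolysis genes went from 0.265 to -0.084 log2 per day (change -0.332, adjusted p = 1.63e-13, and 0.0585 with an estimated correlation). Ribosomal protein genes went from -0.039 to 0.094 (change 0.132, adjusted p = 1.41e-10, and 0.294). Complement genes went from -0.044 to 0.127 (change 0.195, adjusted p = 0.000745, and 0.0585). Immediate early genes went from 0.069 to -0.088 (change -0.103, adjusted p = 0.000335, and 0.219). Actin, SRF and YAP genes went from 0.044 to -0.106 (change -0.137, adjusted p = 0.000198, and 0.294).

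Other splits of the libraries were counted for each set of calls. For day 2 against control, 1 of the 10 splits, the real one, gave as many genes (5425, highest other 0 with limma) and lists (16, highest other 14), and for day 16 against day 2 likewise 1 of 10 (3679 genes, highest other 0, and 11 lists, highest other 10). At an unadjusted p under 0.05 the real splits gave 5745 and 4313 genes and the highest others 1666 and 1372. With 10 splits the share cannot fall under 0.05. Of the 10, 4 part all 3 pairs of same-numbered libraries, and the other 6 part 1 pair. For the slope, 1 of 100 assignments of the 27 libraries to days, the real one, gave as many genes (4964, highest other 416), as it did for the quadratic term (2855, highest other 258). With libraries assigned to days only within their replicate number, the real one was again 1 of 100 for both (highest others 512 and 506). Chance differences between single libraries are therefore excluded for both. These assignments part the 3 libraries of a time point, and whole time points were not reassigned. They cannot tell whether differences between time points line up with day by chance. For lists called over days, 3 of 100 free assignments gave as many (14, highest other 14, median of the others 8), but 7 of 100 did within replicate numbers (highest other 16, median 8). Since libraries of the same number deviate together, chance is not excluded for the number of lists called over days.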

How the results depend on the processing

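Of the values for the single genes named, 7731 kept their direction and side of the threshold, 100 lost and 10 gained a call and 13 reversed. For lists, 3480 kept both, 54 lost and 44 gained a call and 7 reversed. Counts of genes stayed within 1.5 times their main value except as follows, and the cause was not tested unless said. With an estimated correlation 7 lists were called at day 2, 1 over days and 5 at day 16. Genes rising with day numbered 1573 after rescaling to a sum of 1000000 and 1529 with short RNA genes also left out, since sums differ between libraries. Genes falling with day numbered 1723 from time point means, and those rising 1664, which is within 1.5 times. That fit has fewer samples, but it also counts each day once. The main fit treats the 27 libraries as independent, although the 3 of a day share its departure from the line. The main counts may therefore be too high. Replicates numbered 1 alone gave 816 and 812 over days and 287 and 243 for the quadratic term, again with fewer samples. Days 2 to 8 alone gave 1389 and 1449, and days 8 to 16 alone 1508 and 1513. The correlation of entry with slope was 0.041 with a pseudocount of 5, 0.037 with no filter, 0.039 after quantile normalization, and 0.016 to 0.095 on leaving out 1 library. Not counted as reversed was the endoplasmic reticulum stress list at day 16, upward with camera and downward with fry (adjusted p = 0.92 and 0.919). The reversals that were counted all came in fits to part of the days (fitted change over 14 days). Over days 2 to 8 these were Lce1m 3.632, C1s -0.363, E2f1 -0.402, Acta2 0.314, Rps16 -0.328, Lgals3bp -0.167, the respiratory chain -0.104, ribosomal proteins -0.869, interferon response -0.151 and the proteasome -0.02. Over days 8 to 16 they were Mmp2 0.489, Mki67 1.169, Ccna2 1.389, Ube2c 1.999, Pgam1 -0.569, Aldoa -0.821, Pdk1 -1.527, replication 0.717, mitosis 1.086 and glycolysis -1.163. In 4 lists that lost their call the median also changed sign. These were complement at day 16 with no filter (0.602 to -0.017), and over days the proteasome with short RNA genes left out and rescaling (0.151 to -0.004), actin genes over days 2 to 8 (-0.655 to 0.314) and clock genes over days 8 to 16 (0.331 to -0.085). Among starved libraries, the correlation of deviations between same-numbered libraries averaged 0.351, 0.091 and 0.154 for numbers 1, 2 and 3. It was over 0.1 in 35, 16 and 23 of 36 pairs, so numbers were not treated as pairs. That reason does not cover day 2 against control or day 16 against day 2. There all 3 same-numbered pairs were over 0.1 (lowest 0.188 and 0.183), and the main counts still come from fits without the block. With replicate number as a block, 2489 genes rose and 2704 fell with day, 1601 and 1615 had a positive and a negative quadratic term, 2938 rose and 2962 fell at day 2, and 2155 and 2133 were higher and lower at day 16. With replicates 2 and 3 only, chosen after seeing the data, the day 2 counts were 2645 and 2639 and the day 16 counts 1884 and 1931. Depth is unknown, so its limit on low genes cannot be stated.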

Other observations

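All genes in this paragraph and the next were chosen after their values were seen. Some genes known to respond to low oxygen rose between days 2 and 10 and then came down in part. Others did not, with Stc2 falling from 90.3 ± 8.89 FPKM at day 2 to 15.3 ± 1.4 at day 10 and P4ha2 and Adm highest at day 16. Carbonic anhydrase Car9 stood at 32.1 ± 2.89 FPKM in control, 74.4 ± 7.60 at day 2, 647 ± 57.5 at day 10 and 580 ± 12.9 at day 16. Pgk1 stood at 296 ± 13.3, 1216 ± 73.1 and 597 ± 60.8 at days 2, 10 and 16. On the same days the glucose transporter Slc2a1 stood at 6.83 ± 2.15, 29.4 ± 3.14 and 14.6 ± 1.70, and Fam162a at 28.1 ± 0.861, 153 ± 12.2 and 79.8 ± 5.92. In control Pgk1 and Fam162a stood higher than at day 2 (555 ± 16.5 and 41.5 ± 11.3 FPKM), and Slc2a1 was about level (6.69 ± 1.09). Ferritin heavy chain Fth1 went from 1269 ± 48.6 FPKM at day 2 down to 827 ± 56.8 at day 4 and up to 2199 ± 196 at day 16. The cathepsin inhibitor Cst3 rose from 364 ± 11.9 to 1720 ± 178, and Gpnmb, a glycoprotein of lysosomes and melanosomes, from 13.8 ± 1.83 to 57.6 ± 2.19.

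Pln and Tnnc1 moved apart between days 2 and 16. The calcium pump regulator Pln was listed at 0.0452 ± 0.0391 FPKM in control and reached 100 ± 5.98 at day 16. The troponin Tnnc1 went from 139 ± 13.8 FPKM at day 2 to 193 ± 23.1 at day 4 and 29.8 ± 4.83 at day 16. Lce1m and the mast cell protease gene Mcpt1 stood at 147 ± 49.2 and 108 ± 11 FPKM at day 4, from 6.25 ± 1.32 and 20.4 ± 4.16 at day 2, and at 0.516 ± 0.516 and 9.02 ± 1.75 at day 16. The Id genes, targets of BMP and serum signals, fell at day 2 and rose in part later, Id1 from 204 ± 28.9 through 22.5 ± 4.32 to 81.5 ± 11.9 FPKM at day 16, Id2 from 232 ± 11.7 through 7.38 ± 0.818 to 98.5 ± 5.87, and Id3 from 813 ± 91.6 through 123 ± 9.99 to 369 ± 18.4. The secreted phosphoprotein Spp1 fell from 171 ± 7.06 to 29.2 ± 2.39 at day 2 and stood at 376 ± 20.7 at day 10.

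A hypothesis was that the mid-course peak of glycolysis genes belongs to a hypoxia-type response. A test on 11 kept hypoxia-response genes outside the glycolysis list was written before its result was seen (Vegfa, Bnip3, P4ha1, P4ha2, Adm, Kdm3a, Pfkfb4, Mxi1, Bhlhe40, Plod2 and Stc2). Of these Vegfa, Bnip3 and Bhlhe40 belong to the secreted factor, autophagy and clock lists, which had already been tested over days, so they were not unseen. The quadratic term of the 11 was negative as a list (camera p = 0.000201, and p = 0.00826 with an estimated correlation, median -0.0137), with 6 called negative and 1, Stc2, called positive. Their mean above control was 1.22 at day 2, 1.77 at day 8, 1.82 at day 10 and 1.6 at day 16. On the 8 genes in no list, a test added after the first was seen, the term was weaker (camera p = 0.0314, and p = 0.0997 with an estimated correlation, median -0.00442), with 3 called negative and 1 positive. This is consistent with a hypoxia-type response in mid course but supports it only weakly. Oxygen and cell density were not recorded in the labels, and the same genes also respond to other signals.

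Libraries numbered replicate 1 differed from the others in some genes in every group. Of the genes tested, 218 were higher and 978 lower in replicate 1 than the mean of the others in all 10 groups, where 8.7 each way would be expected if the direction were random in each group. Replicate 1 had the lowest median of its group in all 10 groups, and an overall offset accounts for part of the excess of lower genes. With library medians made equal, 411 were higher and 472 lower. The mean difference was 5.57 for Rpl37a-ps1, 1.73 for Hsp90aa1, -1.83 for Txn1 and -1.28 for Rpl37 (log2, genes chosen after their values were seen). The labels give no batch, and the number is balanced over the groups.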
